# Loss of CADM1 expression is associated with poor prognosis and brain metastasis in breast cancer patients

**DOI:** 10.18632/oncotarget.1832

**Published:** 2014-03-16

**Authors:** Harriet Wikman, Laura Westphal, Felicitas Schmid, Sirkku Pollari, Jolanthe Kropidlowski, Bettina Sielaff-Frimpong, Markus Glatzel, Jakob Matschke, Manfred Westphal, Kristiina Iljin, Heini Huhtala, Luigi Terracciano, Anne Kallioniemi, Guido Sauter, Volkmar Müller, Isabell Witzel, Katrin Lamszus, Dirk Kemming, Klaus Pantel

**Keywords:** breast cancer, brain metastases, CADM1, methylation

## Abstract

Breast cancer brain metastases (BCBM) are detected with increasing incidence. In order to detect potential genes involved in BCBM, we first screened for genes down-regulated by methylation in cell lines with site-specific metastatic ability. The expression of five genes, *CADM1*, *SPARC*, *RECK*, *TNFAIP3* and *CXCL14*, which were also found down-regulated in gene expression profiling analyses of BCBM tissue samples, was verified by qRT-PCR in a larger patient cohort. *CADM1* was chosen for further down-stream analyses. A higher incidence of *CADM1* methylation, correlating with lower expression levels, was found in BCBM as compared to primary BC. Loss of CADM1 protein expression was detected most commonly among BCBM samples as well as among primary tumors with subsequent brain relapse. The prognostic role of CADM1 expression was finally verified in four large independent breast cancer cohorts (n=2136). Loss of CADM1 protein expression was associated with disease stage, lymph node status, and tumor size in primary BC. Furthermore, all analyses revealed a significant association between loss of CADM1 and shorter survival. In multivariate analyses, survival was significantly shorter among patients with CADM1-negative tumors. Loss of *CADM1* expression is an independent prognostic factor especially associated with the development of brain metastases in breast cancer patients.

## INTRODUCTION

Breast cancer (BC) is the most common non-skin malignancy in women affecting about 1.2 million women in the world each year. The spread of malignant cells from the primary tumor to distant organs such as the brain is the main cause of BC related deaths. Breast cancer is the second most common cause for the development of central nervous system (CNS) metastases, which are, irrespectively of the primary tumor origin, more commonly diagnosed than primary brain tumors [1, 2]. CNS-metastases are diagnosed in 15-20% of patients with metastatic BC and are usually occurring with a median time period of 31 months after the diagnosis of breast cancer [2]. Due to improved systemic treatment options for breast cancer, patients benefit from prolonged survival rates. However, consecutively to the longer survival and an intensified use of sensitive detection methods such as contrast-enhanced magnetic resonance imaging of the brain (cMRI), the incidence rates of brain metastases are rising.

Brain metastases are often associated with the aggressive triple negative breast cancer (TNBC), being hormone receptor (HR) and HER2 negative, and also with HER2 positive primary breast cancers [3, 4]. Patients suffering from breast cancer brain metastases (BCBM) have an extremely poor prognosis with a median survival of only 7.8 months [3]. This brings forth to investigate new prognostic markers, which may be helpful for the identification of patients with an increased risk for subsequent CNS-infiltration and to develop new therapeutic approaches.

The loss of tumor suppressor gene (TSG) expression is known to constitute a crucial step in cancer formation. For the dissemination and outgrowth of metastases, another set of metastasis suppressor and activator genes is needed. Metastasis suppressor genes (MSGs) usually do not influence tumor growth at the primary site, but control the tumor cells' capacity to escape from the primary tumor and form overt metastases at distant sites [5]. MSGs contribute to dormancy control and/or outgrowth at secondary sites and thus regulate the final step of metastasis, the metastatic colonization. Interestingly, in contrast to TSGs, MSGs seem to be more often cancer type specific. Furthermore, MSGs are rarely mutated, and epigenetic events, such as methylation, are thus likely the main cause for their loss of function [6]. Since epigenetic events are reversible, dormancy control by MSGs is potentially a new form of targeted gene therapy (reviewed in [6, 7]).

The aim of this study was to identify novel genes involved in BCBM formation. We first screened for genes down-regulated by methylation in breast cancer cell lines (parental MDA-MB-231 cell line and the brain- and bone-specific sub cell lines) known for site-specific metastasis [8]. Gene expression profiling and quantitative real-time RT-PCR (qRT-PCR) validation of the candidate genes were thereafter conducted on tumor tissues from primary BC and BCBM in order to identify the most clinically relevant genes. The methylation pattern of *CADM1* was furthermore characterized, and CADM1 protein expression was validated in two large independent primary tumor cohorts as well as in BCBM samples and correlated with clinico-pathological parameters.

## RESULTS

### Methylation array screening of brain metastases related genes

A subclone of MDA-MB-231 with a high metastatic potential to the brain, MDA-MB-231 BR, was compared to the parental MDA-MB-231 and to a bone-seeking variant MDA-MB-231 SA in order to identify genes, which might be specifically involved in brain metastasis formation. The cell lines were treated with 5-Aza-2'-deoxycytidine, a demethylating agent, in order to find genes potentially down-regulated by methylation. 

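RNA of 4 cell lines was compared on 4 two-colour whole-genome oligonucleotide arrays, with 1 array per cell line. MDA-MB-231 is a breast cancer cell line, BR and SA are its brain-seeking and bone-seeking variants, and MCF 10A is a breast epithelial cell line that forms no tumors. 5-Aza-2'-deoxycytidine is a cytidine analogue that is built into DNA and traps DNA methyltransferases, so that methylation is lost as the cells divide. On each array, RNA of cells treated at 1 µM was labeled with Cy3 and RNA of untreated cells of the same line with Cy5, and each RNA was a pool of 3 experiments. No line was measured on more than 1 array, the dyes were not swapped, and all 4 arrays lay on 1 slide. The differences between treated and untreated cells therefore have no replicate check, no test was made, and a bias of either dye for a probe cannot be separated from its response on a single array.
The authors deposited the output of the scanner software (Feature Extraction 9.5.3.1) for each array, with intensities corrected for background and normalized between the dyes. From these intensities the log2 ratio of treated over untreated cells was taken for each probe. Control spots and spots marked as outliers by the software were left out, and spots of the same probe were averaged, which left 40833 of 41000 probes measured on all 4 arrays. In the treated channel, 26543 probes were well above background in MDA-MB-231 BR, 25577 in SA, 25981 in the parental line and 26723 in MCF 10A. In the untreated channel these numbers were 25663, 26474, 26557 and 26374. Probes printed at least 5 times on an array gave a measure of error. Over those with a signal of at least 100, the median SD of the log2 ratio between spots was 0.034 in BR, 0.033 in SA, 0.037 in the parental line and 0.047 in MCF 10A, which covers the spotting and scanning of 1 array but not the culture, labeling or hybridization.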

Microarray analysis was performed on pooled triplicate experiments and the non-tumorigenic epithelial cell line MCF 10A was used to control for stress response after the treatment with 5-Aza-2'-deoxycytidine.

The gene expression profiling after 5-Aza-2'-deoxycytidine treatment revealed 914 different transcripts, which were significantly up-regulated in one of the MDA-MB-231 cell lines but not altered in MCF 10A (Figure 1A). 

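A probe was counted as up-regulated when its signal was at least 2-fold higher in treated than in untreated cells of an MDA-MB-231 line, its treated signal in that line was at least 100, and it changed less than 2-fold in either direction in MCF 10A. Of the 40833 probes measured, 4421 rose at least 2-fold in at least 1 of the 3 MDA-MB-231 lines, and 1930 of these had the minimum signal. MCF 10A removed 1000 of the 1930, which left 930 transcripts carrying 845 different gene names. The count depended on the fold change required, with 2534 transcripts at a 1.5-fold rise and 406 at a 3-fold rise. Because each line was measured on a single array, these are counts past a fold change and carry no estimate of how many would be found by chance.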

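By the same criteria, 628 transcripts were up-regulated in MDA-MB-231 BR, 468 in SA and 419 in the parental line. Up-regulation in a single line was found for 242 transcripts in BR, which is 26.0% of the 930, for 168 in the parental line and for 105 in SA. BR had the highest count of the 3 lines and the most transcripts called in 1 line only under all 14 alternative settings, while SA was above the parental line under 13 of them and below it at a 1.5-fold rise. The untreated channel was not well above background for 61 of the 628 transcripts in BR. For these only a lower limit to the rise can be given, and the ratio used for the call may lie above it. Whether they reach 2-fold at that limit is not given here.
The transcripts called only in BR had a median log2 ratio of 1.19 in BR, 0.75 in SA and 0.60 in the parental line. Of these 242 transcripts, 194 (80.2%) rose at least 1.5-fold in SA or the parental line, and 57 rose at least 2-fold there but stayed under the minimum signal. Among probes well above background in both channels of BR, the largest rises in this set were those of MARVELD2 (log2 ratio 2.56 in BR, 0.91 in SA and 0.0060 in the parental line), DIO3 (2.41 in BR), CKMT1B (2.31 in BR, 2.25 in SA and 1.83 in the parental line), NKX2-1 (2.29 in BR, 0.14 in SA and -0.21 in the parental line) and CTNND2 (2.26 in BR). DIO3 and CTNND2 were not well above background in either channel of SA and the parental line. CKMT1B missed the call in SA and the parental line through the minimum signal alone, with treated signals of 98.8 and 95.8, and its probe can also bind a near-identical gene copy. With normexp background correction the log2 ratio in BR was 0.99 for CKMT1B and 0.94 for NKX2-1, which is under the 2-fold criterion.

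**Figure D1:**
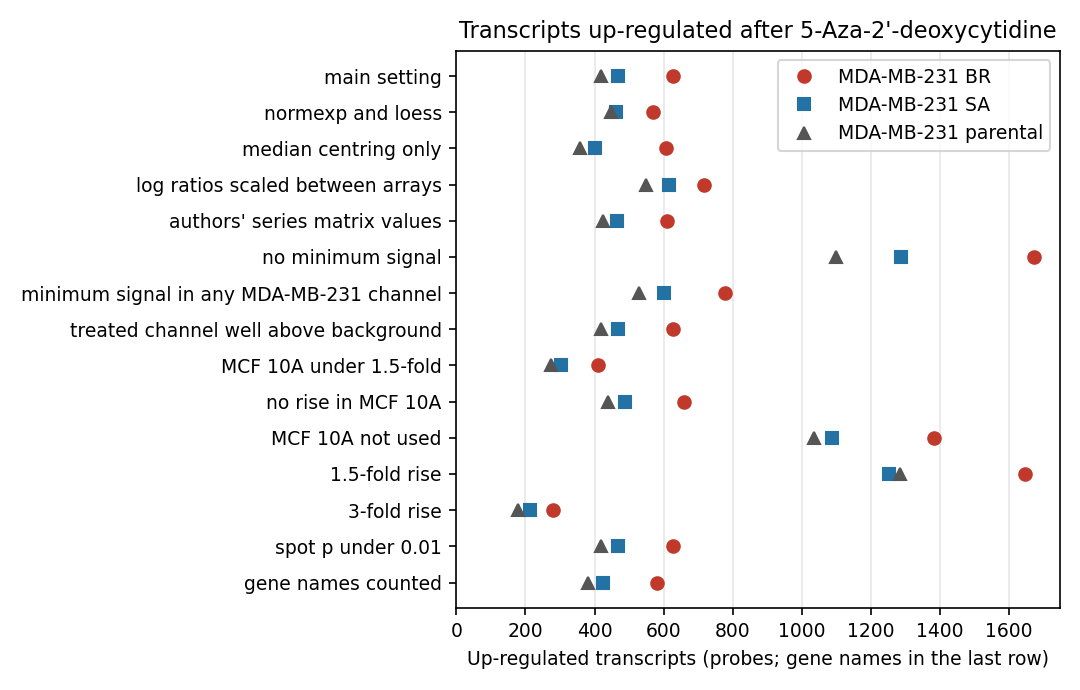
Number of up-regulated transcripts (x axis) in MDA-MB-231 BR (circles), SA (squares) and parental (triangles) under the main setting and 14 alternatives (y axis), 1 array per line. BR lies to the right of both other lines in every row, with 628 transcripts against 468 and 419 in the main setting.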

The largest number of up-regulated genes (691 transcripts) and cell line-specific up-regulated genes (20%) was found in the MDA-MB-231 BR cell line. 

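Up-regulation in all 3 MDA-MB-231 lines was found for 170 transcripts, which is 18.3% of the 930. Over the 14 alternative settings the count lay between 81 at a 3-fold rise and 520 when MCF 10A was not used, and the share between 17.1% and 26.9%. It was the largest of the 7 regions, those of a single line included, under 3 of the 14. The largest rises shared by the 3 lines, ranked by the lowest of the 3 log2 ratios among probes well above background in both channels, were those of HOXB2, SPARC, SFRP1, FOXD1 and EGFLAM. HOXB2 had log2 ratios of 6.17 in BR, 6.19 in SA and 6.33 in the parental line against 0.72 in MCF 10A. SFRP1 rose by 4.25, 4.66 and 3.23 and its log2 ratio in MCF 10A was -0.60, where its untreated signal was 22700 against 45.5 in BR. FOXD1 rose by 3.50, 3.60 and 3.22, and EGFLAM by 3.13, 3.22 and 3.43. These differences between treated and untreated cells are many times the SD between spots, while their spread between cultures is not known. The SD does not cover the handling of background in dim untreated channels. With normexp background correction the log2 ratio in BR was 4.38 for HOXB2, 3.46 for SPARC, 2.97 for SFRP1, 3.29 for FOXD1 and 1.90 for EGFLAM.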

Most of the genes were, however, up-regulated in all of these cell lines (30%, 279/914). 

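The sets of up-regulated transcripts were compared between lines by the Jaccard overlap, the number of shared transcripts over the number called in either line. It was 0.438 for BR and SA, 0.269 for BR and the parental line and 0.289 for SA and the parental line, and that of BR and SA was the highest under all 14 alternative settings. The log2 ratios themselves were correlated across the 19517 probes with a signal of at least 100 in every MDA-MB-231 line. Probes are not independent replicates, so these correlations describe the 3 arrays and carry no p-value. Treated cells were in Cy3 on all 3 arrays, so a dye bias of the probes would be shared and could raise every correlation. Pearson's r was 0.878 for BR and SA, 0.843 for BR and the parental line and 0.818 for SA and the parental line. By rank the order of the pairs was different, with Spearman's rho of 0.755 for BR and SA, 0.784 for BR and the parental line and 0.692 for SA and the parental line. When the log ratios were centred without an intensity-dependent dye normalization, rho was highest for BR and SA, at 0.800 against 0.794 and 0.733. Before treatment the lines were ordered the same way by both measures, with Pearson's r of the untreated signal of 0.983 for BR and SA, 0.941 for BR and the parental line and 0.950 for SA and the parental line. From the closeness of BR and SA the paper reasons that both had differentiated into generally more aggressive forms.

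**Figure D2:**
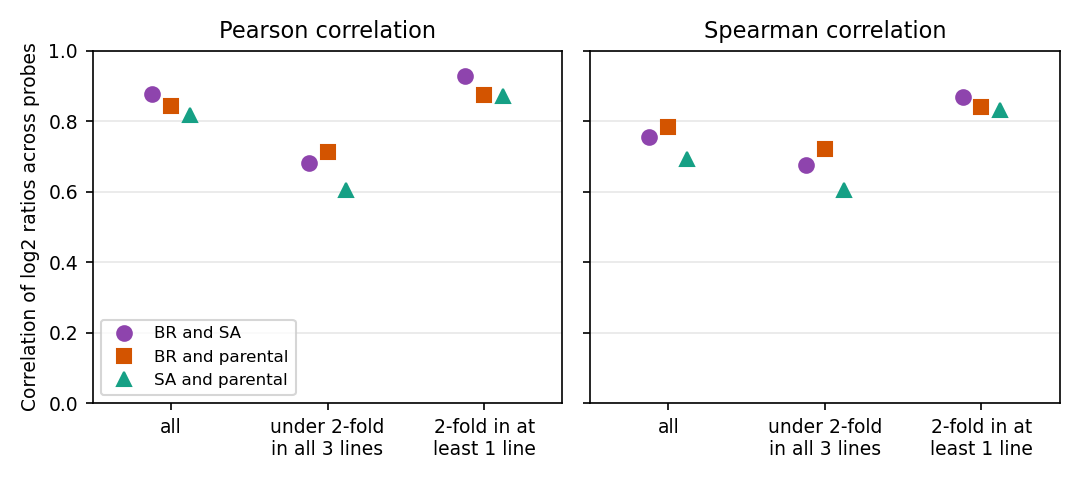
Pearson (left) and Spearman (right) correlations (y axis, no unit) of the log2 ratios of each pair of MDA-MB-231 lines across probes, for all 19517 probes, for the 16996 that changed less than 2-fold in all 3 lines and for the 2521 that changed at least 2-fold in at least 1 line (x axis). BR and SA (circles) are highest among the 2521 probes, and BR and the parental line (squares) among the 16996.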

In general, the more aggressive subclones BR and SA were more similar to each other than to the parental cell line, indicating a differentiation into generally more aggressive forms.

**Figure 1:**
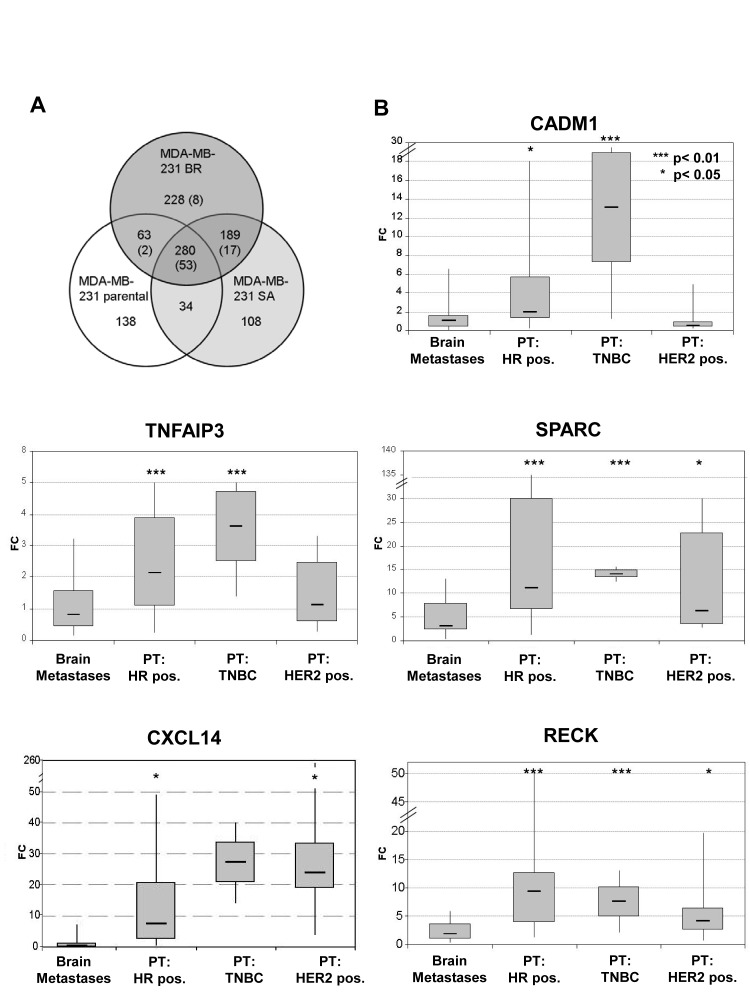
A) Gene expression changes in response to 5-Aza-2'-deoxycytidine treatment in parental MDA-MB-231 breast cancer cell line and MDA-MB-231 BR and MDA-MB-231 SA variants The number before brackets defines the genes up-regulated in each cell line after 5-Aza-2'-deoxycytidine treatment. The number in brackets defines the number of genes also down-regulated in the brain metastases as compared to non-relapsed primary tumors. Figure 1B) Expression of *CADM1*, *RECK*, *CXCL14*, *SPARC* and *TNFAIP3* in BCBM samples relative to primary breast tumors (PT). HR pos.: estrogen and progesterone positive receptor, TNBC: triple negative breast cancer. P- values were determined by the log rank test.

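The 930 transcripts of the main setting fell into 7 regions. Besides those called only in BR, only in SA, only in the parental line or in all 3 lines, 164 were shared by BR and SA, 52 by BR and the parental line and 29 by SA and the parental line. With a minimum signal of 100 in any channel of any MDA-MB-231 line, BR and SA shared 189 transcripts, BR and the parental line shared 68 and SA and the parental line 37, and 241, 97 and 146 were called only in BR, SA and the parental line.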

### Gene expression screening for methylation-related genes in primary and metastatic breast tumors

Gene expression profiling of primary non-metastasized breast tumors (n=32) and brain metastases (n=9) was performed to find the most relevant genes among the 690 potentially brain metastases determining genes detected in methylation array screening. 110 transcripts (16%) of those up-regulated in the MDA-MB-231 BR subclone in response to 5-Aza2'-deoxycytidine treatment were found significantly lower expressed among the BCBM samples as compared to the samples from non-relapsed primary BC patients (Supplementary Table 2).

Twenty-four (22%) of these genes were found exclusively in the BR subclone, implicating a brain specific down-regulation of these genes. 28 genes were in common between the highly metastatic BR and SA variants, indicating that these genes may mediate a more aggressive behavior in general.

### Validation of potential metastasis-suppressing genes in primary BC and BCBM tissue samples

The expression of five genes, which we found down-regulated in the breast cancer data set and in the cell line analyses, was further investigated by qRT-PCR in 39 primary BC samples without brain metastases and 20 BCBM tissue samples.

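The 5 genes CADM1, RECK, SPARC, CXCL14 and TNFAIP3 were looked up on the 4 cell line arrays by the accession printed for each probe. Positions are those of the array files, which use the human genome build hg17, and no annotation of exons for that build was used here. Where only one channel of a line was well above background, a fold change is given as a lower limit against the lowest signal that was well above background on that array, after the channels of all arrays had been scaled to the same distribution, and with no dye swap this limit is open to dye bias.
CADM1, listed in the files under its older name IGSF4, had a pair of probes. The probe at chromosome 11 from 114552363 to 114552422 on the minus strand, with the sequence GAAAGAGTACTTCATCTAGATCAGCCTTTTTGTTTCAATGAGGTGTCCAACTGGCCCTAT, rose from 315 to 830 in BR (log2 ratio 1.40), from 101 to 273 in SA (1.43) and from 119 to 173 in the parental line (0.54). In MCF 10A it rose at least 2.32-fold to a signal of 52.9, and it was therefore not called. With normexp background correction its log2 ratio in MCF 10A was 0.45 and it was called in BR and SA. The probe from 114550706 to 114550765, with the sequence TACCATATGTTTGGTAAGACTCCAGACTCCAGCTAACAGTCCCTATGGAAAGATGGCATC, rose from 69.5 to 233 in BR (1.75) and from 24.1 to 59.3 in SA (1.30), was not well above background in either channel of MCF 10A, and was called in BR only. It was called in all 3 lines without a minimum signal or with the minimum in any MDA-MB-231 channel.
SPARC, on chromosome 5 from 151022378 to 151022437, rose from 90.3 to 1899 in BR (4.39), by 4.48 in SA and by 4.31 in the parental line, and was called in all 3 lines. TNFAIP3, on chromosome 6, was called in all 3 lines by its probe from 138245372 to 138245431, with log2 ratios of 1.60 in BR, 1.32 in SA and 2.00 in the parental line and 0.68 in MCF 10A, so that it was not called when MCF 10A had to change less than 1.5-fold. The same probe was not called in SA at a 3-fold rise or with normexp background correction, where its log2 ratio in SA was 0.80. The other TNFAIP3 probe, from 138243003 to 138243062, stayed under the minimum signal in every MDA-MB-231 line. CXCL14, on chromosome 5 from 134935428 to 134938190, rose at least 4.22-fold in BR and at least 2.24-fold in SA, and neither channel was well above background in the parental line. Its treated signal in BR was 87.3, under the minimum of 100, and it was not called. Its log2 ratio with normexp background correction was 0.93 in BR, under the 2-fold criterion, and 0.49 in SA. In MCF 10A its untreated signal was 8693 and its treated signal 5567.
RECK had 1 probe, on chromosome 9 from 36114319 to 36114378 on the plus strand, with the sequence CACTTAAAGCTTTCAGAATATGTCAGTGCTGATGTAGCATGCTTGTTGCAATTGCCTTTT. Its log2 ratio was -1.52 in BR, -1.52 in SA, -0.94 in the parental line and -0.19 in MCF 10A, so it was lower in treated than in untreated cells. In untreated cells its signal was 89.3 in BR, 331 in SA, 766 in the parental line and 289 in MCF 10A. With normexp background correction the log2 ratio in BR was -0.42.

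**Figure D3:**
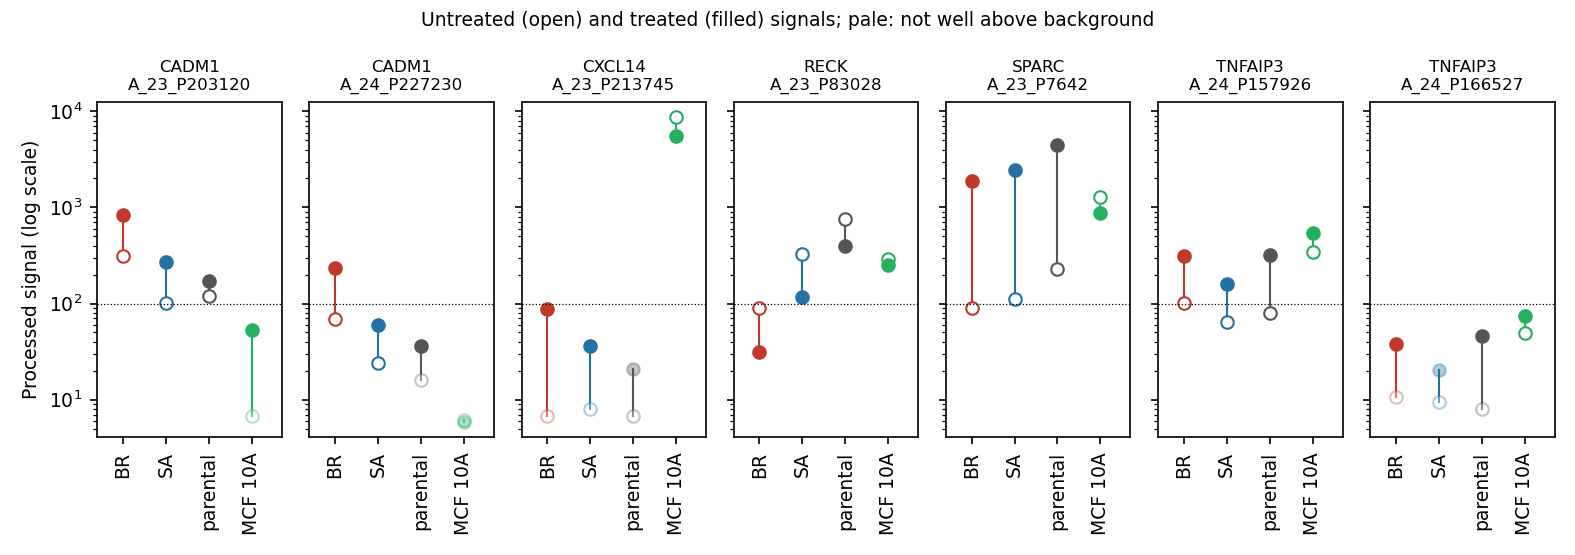
Processed signal of untreated (open circles) and treated (filled circles) cells of 4 lines on a log axis, for each probe of 5 genes, with 1 array per line. Pale circles are not well above background and the dotted line marks the minimum signal of 100. SPARC rises in the 3 MDA-MB-231 lines, RECK is lower after treatment in all 4 lines, and CXCL14 is brightest in MCF 10A.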

*SPARC, RECK, TNFAIP3* and *CXCL14* were down-regulated (p < 0.05) in BCBM as compared to primary BC samples irrespectively of the cancer subtype, while for *CADM1*, this correlation was found in HR positive and TNBC samples (Figure 1B and Supplementary Figure 1). Within the primary BC samples, 84% of the HER2 negative patients showed an elevated *CADM1* mRNA expression (top 75% percentile), whereas only 29% of the HER2 positive patients had a high *CADM1* expression (p = 0.003) (Supplementary Figure 1). Among the primary tumors, high RECK expression was also associated with HR positive status, whereas the highest *SPARC* expression was statistically significantly linked to triple negative (TNBC) samples. *CXCL14* expression was not associated with a subtype, but its low expression was associated with both positive lymph node status (p = 0.011) and high grade (p = 0.029) (Supplementary Table 3).

### Frequency of *CADM1* methylation in primary breast cancer and BCBM tissue samples

The methylation status of *CADM1* was determined by MSP in 17 BCBM and 14 primary BC samples. *CADM1* was homozygously methylated in 17.5% (3/17), heterozygously methylated in 17.5% (3/17) and not methylated in 65% (11/17) of the BCBM samples. In contrast, primary BC samples showed no homozygous *CADM1* methylation, only 7% (1/14) heterozygous and 93% (13/14) WT *CADM1* status (Figure 2). Due to the low frequency of methylation in the primary BC samples, no association between clinico-pathological factors and the methylation status of *CADM1* could be found.

**Figure 2:**
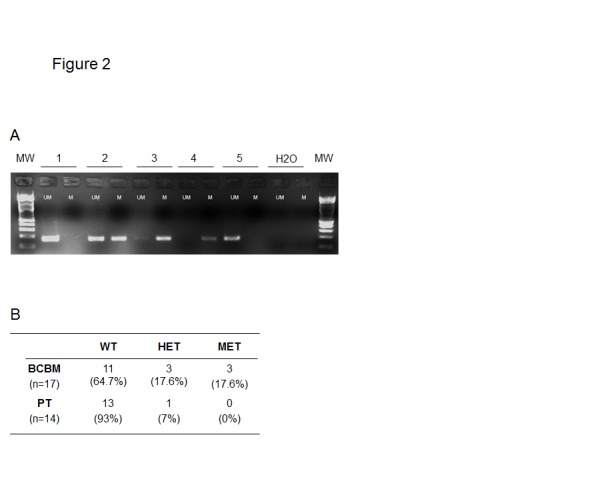
Promoter CpG methylation of *CADM1* A) Gel electrophoresis picture of *CADM1* in 5 representative cases, MW= molecular weight marker, UM= unmethylated PCR, M= methylated PCR. B) Tables of MSP results for *CADM1* of primary tumors and breast cancer brain metastases. WT= wild type, HET= heterozygous methylation, MET= homozygous methylation.

### CADM1 protein expression in primary and metastatic breast cancer

CADM1 protein expression could be assessed in a large number of primary breast tumors (TMA I, n= 1331) and 27 BCBM samples (Table 1, and Figure 3). Normal breast duct showed an intensive membranous staining for CADM1, whereas the tumor stroma was CADM1 negative. The CADM1 expression in the plasma membrane was lost in 42% of the primary BC and in 68% of the BCBM samples. Strong expression was recorded in 22% of the primary BC and in 11% of the BCBM cases. The CADM1 protein expression differed between primary tumor and BCBM with more negative staining among the BCBM samples (p = 0.011).

**Table 1:** CADM1 membrane protein expression in correlation to clinical parameters in primary BC (TMA I) and BCBM

		CADM1 negative		CADM1 weak		CADM1 strong		p- value
		n	%	n	%	n	%	
Brain metastases								
All		19	67.9	6	21.4	3	10.7	
Primary tumors								
All		557	42.1	488	36.9	286	21.6	
Histology								n.s.
	Ductal	408	42.1	361	37.2	201	20.7	
	Lobular	71	46.4	51	33.3	31	20.3	
	others	78	37.7	76	35.2	54	27.1	
Tumor stage								<0.001
	pT1	118	27.6	185	43.0	125	29.0	
	pT2	290	44.8	224	34.6	133	20.6	
	pT3	40	52.6	25	32.9	11	14.5	
	pT4	106	60.6	52	29.7	17	9.7	
	n.a.	3		2		0		
Lymph node status								0.003
	pN0	193	35.8	219	40.6	127	23.6	
	pN1	207	44.6	159	34.3	98	21.1	
	pN2	43	53.8	28	35.0	9	11.3	
	n.a.	114		82		52		
Grade								n.s.
	1	130	42.6	113	37.0	62	20.3	
	2	201	40.4	188	37.8	108	21.7	
	3	203	45.8	151	34.1	89	20.1	
	n.a.	23		36		27		
Tumor size								<0.001
	< 2.0 cm	120	27.9	185	43.0	125	29.1	
	> 2.0 cm	421	48.4	290	33.3	159	18.3	
	n.a.	16	2.9	13	2.7	2	0.7	
Hormone receptor								n.s.
	negative	126	44.3	87	32.8	65	22.9	
	positive	410	41.0	379	37.9	210	21.0	
	n.a.	21		22		11		
HER2								n.s.
	negative	438	40.4	403	37.2	242	22.3	
	positive	93	45.6	73	35.8	38	18.6	
	n.a.	26		12		6		
Subtype								0.036
	ER/PR pos.	350	40.4	332	38.3	185	21.3	
	TNBC	81	42.4	55	28.8	55	28.8	
	HER2 pos.	93	45.6	73	35.8	38	18.6	
	n.a.	33		28		8		
Age								0.028
	< 50 years	85	37.1	85	37.1	59	25.8	
	> 50 years	379	44.8	310	36.6	157	18.6	
	n.a.	93		93		70		
Course of disease								<0.001
	dead	238	51.7	145	31.7	76	16.6	
	alive	319	36.6	343	39.3	210	24.0	

n.a. = not available; n.s. = not significant

**Figure 3:**
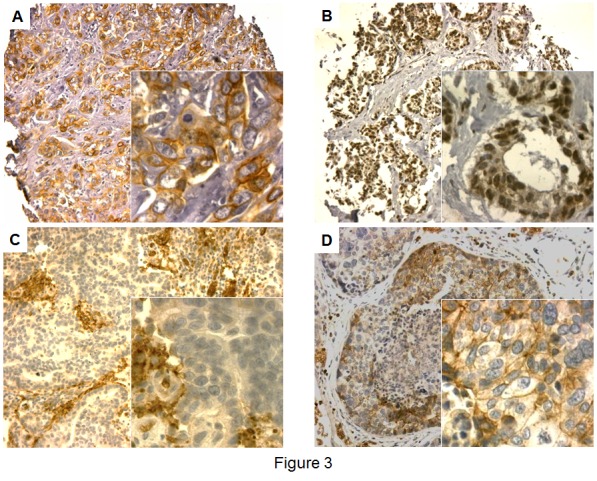
CADM1 immunostaining in primary breast cancer and BCBM samples A) Primary BC sample with homogenous positive CADM1 membrane and negative nuclear staining, B) Primary BC sample with negative CADM1 membrane and weak nuclear staining, C) BCBM sample with negative CADM1 membrane and nuclear staining with positively stained erythrocytes, D) BCBM sample with weak heterogeneous CADM1 membrane and negative nuclear staining.

Surprisingly, a nuclear staining of CADM1 was seen in a small subset of patients. Nuclear staining has been previously reported to occur in cervical epithelium with the localization of staining being dependent on epithelial origin [9]. 86 (6.5%) of the primary BC samples on the prognostic TMA (TMA I) had a clear CADM1 staining in the nucleus. The nuclear staining highly correlated with the membranous staining (p < 0.001). In 70 of the 86 patients with nuclear staining, also the membrane was stained for CADM1 (81% concordance).

In addition, 43 matched pairs of primary tumors and lymph node metastasis samples (TMA III) were analyzed for CADM1 protein expression. 70% (30/43) of the matched pairs showed a concordant CADM1 expression with 51% (22/43) of the primary tumor and lymph node samples being CADM1 negative and 19% (8/43) CADM1 positive in both types of tissues. Only 7% (3/43) of the samples had a higher CADM1 expression in the lymph nodes as compared to the matched primary tumors, while down-regulation of CADM1 expression in the lymph node metastases was observed in 23% (10/43) of the matched pairs, indicating a loss of CADM1 protein expression during the metastatic cascade.

### Comparison of gene expression, methylation pattern and protein expression status of CADM1 in primary BC and BCBM

In order to find out how much of the silencing of expression is governed by promoter methylation, we compared the results from the qRT-PCR, IHC and methylation analyses. In 22 samples results from the gene expression, methylation and protein expression status for CADM1 were available (Table 2).

**Table 2:** Combined results from the qRT-PCR, MSP, and IHC analyses for CADM1

CADM1				
Pat. No.	Sample	qPCR	methylation	IHC-result
BrM-9	BCBM	INT	MET	NEG
BrM-10	BCBM	LOW	MET	NEG
BrM-8	BCBM	INT	HET	NEG
BrM-7	BCBM	LOW	HET	NEG
BrM-5	BCBM	LOW	WT	NEG
BrM-25	BCBM	LOW	WT	NEG
BrM-19	BCBM	LOW	WT	NEG
BrM-1	BCBM	INT	WT	NEG
BrM-16	BCBM	INT	WT	NEG
BrM-18	BCBM	INT	WT	NEG
BrM-22	BCBM	INT	WT	NEG
BrM-2	BCBM	INT	WT	NEG
PT-95	PT	INT	WT	NEG
PT-103	PT	INT	WT	NEG
BrM-13	BCBM	n.d.	WT	NEG
BrM-21	BCBM	INT	HET	WEAK
PT-88	PT	INT	HET	WEAK
BrM-15	BCBM	INT	n.d.	WEAK
BrM-14	BCBM	HIGH	n.d.	WEAK
BrM-24	BCBM	LOW	WT	WEAK
PT-101	PT	INT	WT	STRONG
BrM-11	BCBM	HIGH	WT	STRONG

BCBM: breast cancer brain metastase; PT: primary tumor; HIGH: CT expression value in upper quartile in all patients analyzed; LOW: CT expression value in bottom quartile in all patients analyzed n.d.: not defined; WT: wild type; HET: heterozygous methylation; MET: homozygous methylation; NEG: negative protein staining

Homozygous methylation was associated with a negative *CADM1* staining and low or intermediate mRNA expression. Heterozygote methylation pattern showed a negative IHC result in 50% of the cases and for the rest a weak positive CADM1 protein staining was observed. Negative CADM1 protein expression was always associated with either low/ negative or intermediate mRNA expression.

### Clinical significance of CADM1 protein expression

The clinical significance of *CADM1* expression was assessed in two publicly available mRNA expression data sets (GSE3494 and GSE6532) and on two prognostic TMAs of primary BC samples (Figure 4). In both expression array data sets a significant association between low *CADM1* expression and bad prognosis was found (p = 0.033 and p = 0.001).

**Figure 4:**
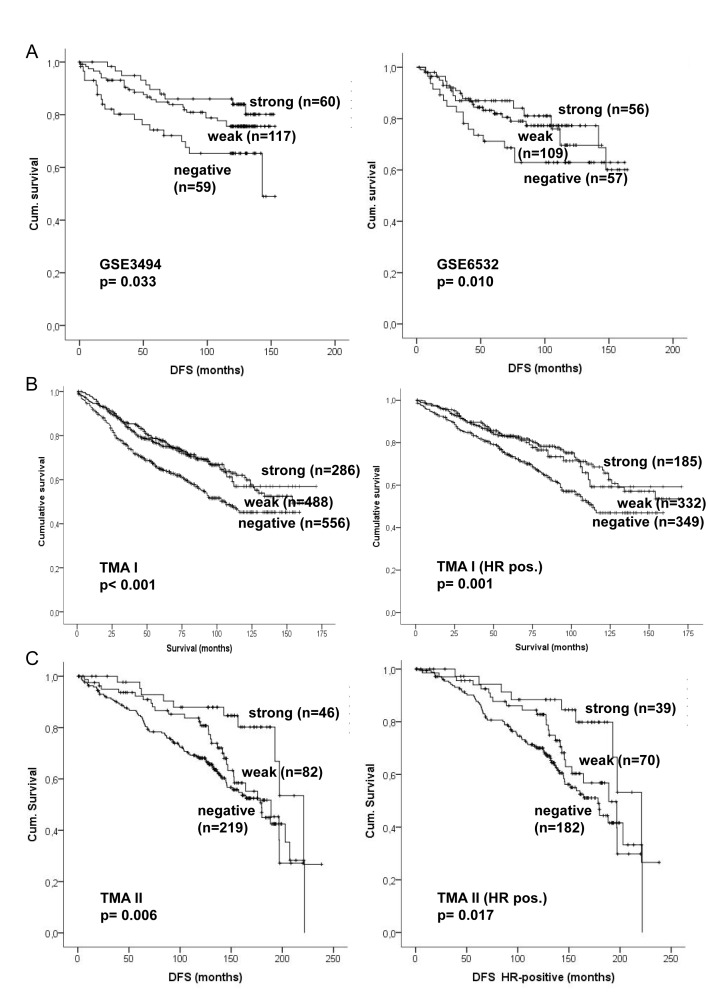
Kaplan–Meier analysis of CADM1 mRNA and protein expression in primary breast cancer A) Survival analyses in two publicly available expression data sets. B) Survival analyses for the prognostic TMA (TMA I) of the whole study population and among HR-positive patients. C) Survival analyses in the second TMA (TMA II) for the whole study population and among HR-positive patients. Survival differences were analyzed by the log rank test.

The two prognostic TMAs (TMA I and TMA II) of primary BC gave highly consistent results. Clinico-pathologic examination of both independent patient cohorts consisting of 1718 primary breast tumor samples revealed a significant association between negative CADM1 status and advanced tumor stage, positive lymph node status and larger tumor size (all p < 0.05; Table 1 and Supplementary Table 4). In the TMA I a significant association between CADM1 and age, subtype and course of disease was also detected. The frequency distribution of CADM1 was comparable on the TMA II but significance was not reached due to smaller sample numbers. Grade was associated with CADM1 loss on the second TMA, whereas no difference between the different histological subtypes could be found on either TMA.

The site of relapse was recorded for 353 primary tumor patients (TMA II). Among patients without relapse a loss of CADM1 was seen in 58.6%, whereas the highest frequency of CADM1 loss was seen among patients suffering from brain relapse with 81.1%. Also other types of relapse had a higher frequency of CADM1 loss compared to the non-relapsed (bone 73.8% (p = 0.023), liver 69.7% and lung 65.5%; Supplementary table 4).

Consistent with the membranous staining, a statistically significant association between loss of CADM1 in the nucleus and more aggressive or advanced tumor stage and size, as well as for the hormone receptor status and the course of disease (p < 0.05) was found (only assessed on TMA I, Supplementary Table 5). In addition, the majority of cases with nuclear CADM1 staining was found among lobular tumors (11% vs. 6% in ductal, p = 0.042).

A highly significant association between worse patient outcome (overall survival and disease free survival) and negative CADM1 protein expression could be found in both data sets (p < 0.001 and p = 0.006) (Figure 4). Loss of CADM1 was significantly associated with worse patient outcome among ductal carcinomas (p = 0.001 and p = 0.001), whereas a significant association was found for lobular carcinomas only in TMA II (p = 0.026; TMA I p = 0.068) (data not shown). Furthermore, loss of CADM1 expression was significantly associated with shorter survival in HR positive (both data sets p = 0.001 and p = 0.022, Figure 4), but did not have a prognostic relevance in HER2 positive patients, indicating a tumor suppressing effect of CADM1 in HER2 negative patients only (data not shown). Multivariate analysis showed that loss of CADM1 expression was a significant independent negative prognostic factor (TMA I p = 0.045 and TMA II p = 0.01). For the first larger study cohort (TMA I) the five-year survival was 64.8% (median 105 months) for patients with no CADM1 protein expression and 75.9% (154 months) and 77.7% for patients with weak and strong CADM1 expression respectively. For TMA II the five-year survival was 84.7% (median 179.7 months) for patients with no CADM1 protein expression and 92.3% (189 months) and 95.2% (221 months) for patients with weak and strong CADM1 expression, respectively.

## DISCUSSION

The incidence of brain metastases in breast cancer patients is increasing, with no standard diagnostic management of these patients applied in clinical routine. In view of the increasing success of targeted therapies in treating BC patients with distant metastases, improved insights into the phenotype of brain metastases could have important therapeutic implications. In the present study, we first screened for genes silenced by methylation in a breast cancer cell line with a high potential to form brain metastases. Five of the identified genes, also down-regulated in clinical samples, *CADM1, RECK, SPARC, CXCL14* and *TNFAIP3*, were chosen for further expression analyses. These genes have previously not been associated with brain metastasis formation. However, they have been implicated as cancer-relevant genes in epithelial tumors [10-14]. Furthermore, the methylation status of *CADM1* in primary BC and BCBM was investigated and CADM1 protein expression was examined in correlation with clinico-pathological parameters in BC and compared to BCBM tissue samples. We identified CADM1 as an important prognostic factor, whose loss was not only associated with more aggressive primary BC with worse outcome, but also with an increased risk of brain metastasis formation.

CADM1/TSLC1 (cell adhesion molecule 1) is a membrane-spanning glycoprotein belonging to the superfamily of immunoglobulin cell adhesion molecules. It was first recognized as a tumor suppressor in non-small cell lung cancer (NSCLC) [10]. It has been suggested that the disruption of cell adhesion through the loss of CADM1 is a mechanism leading to cancer cell invasion and metastasis [15, 16]. CADM1 is known to be involved in inhibition of cell proliferation and induction of apoptosis with a reported loss of expression in a variety of cancers of epithelial cell origin such as breast, prostate, pancreatic, hepatocellular and colorectal cancer, but also in neuroblastoma (reviewed in [16]). Recently, *CADM1* was identified by Faraji et al. (2012) to be a metastasis susceptibility gene, *i.e.* an inherited factor that suppresses metastasis by sensitizing tumor cells to immunosurveillance by CD8+ T-cells [17].

We found a down-regulation of *CADM1* both on mRNA and protein level in BCBM tissue samples as compared to primary BC. It was previously reported that CADM1 protein is detected on the cell membrane in normal epithelial cells of the breast and that negative CADM1 staining, detected in more than half of the primary BCs, is associated with advanced disease stages [18, 19]. Here, we found that in primary BC, loss of CADM1 was most commonly seen among TNBC and HER2 positive patients, two subtypes more closely associated with brain metastases. Furthermore, loss of CADM1 protein expression was associated with risk factors such as high tumor stage, positive lymph node status and large tumor size (all p < 0.05) in two large independent sample cohorts consisting of more than 1 700 tumor samples, indicating a prognostic role for CADM1 in preventing breast cancer progression. Loss of CADM1 expression was found more commonly among primary tumor patients with lung, liver, bone or brain relapse compared to patients with no relapse. Importantly, loss of CADM1 expression was most commonly seen among patients with brain relapse indicating a special but not exclusive role of CADM1 in brain metastasis formation. Similarly, matched pairs of primary BC and lymph node (LN) metastasis samples were additionally analyzed for CADM1 protein expression, showing more frequently a down-regulation of CADM1 expression in the LN metastases. The observed down-regulation of CADM1 not only in BCBM but also in LN metastases as compared to the primary tumor supports the role of CADM1 as a metastasis susceptibility gene in terms of reducing the metastatic capability (25). This hypothesis is further supported by our results showing an association between CADM1 positive staining in primary tumors and longer overall survival. Multivariate analysis showed that CADM1 expression is an independent prognostic marker, strengthening the hypothesis that CADM1 may play an important role in preventing the metastatic progression.

In line with the results from our expression studies, the *CADM1* promoter region was found methylated in 35% of the BCBM samples, whereas in primary BC samples with good prognosis, *CADM1* promoter was only methylated in 7% of the samples. However, other mechanisms resulting in a loss of gene function, such as deletion, need to be further investigated. Clearly, the predictive value for CADM1 in brain metastases formation needs to be tested on large matched samples sets in future studies.

In addition to CADM1, we also analyzed the expression of four other genes (*RECK, SPARC, TNFAIP3* and *CXCL14*) in primary BC and BCBM. All four genes were found down-regulated in BCBM patients as compared to primary BC. Further studies will be needed in order to assess their biological and clinical role in brain metastases formation. RECK protein is capable of inhibiting matrix metalloproteinases and plays an important role in embryogenesis and vasculogenesis [11]. RECK is often down-regulated in various primary epithelial cancers and gliomas, and the down-regulation correlates with poor prognosis (reviewed in [11, 20]). Recently, Hill et al (2011) showed that RECK down-regulation by methylation in BC is associated with relapse and poor survival [21]. Furthermore, Hsu et al. showed that HER2 can repress RECK expression in order to promote cell invasion, which is consistent with our results showing the lowest expression of RECK among HER2 positive patients [22].

SPARC/ osteonectin (secreted protein acidic and rich in cysteine) is a matricellular calcium-binding glycoprotein involved in cell adhesion, cell-matrix interactions during tissue remodelling, cell proliferation, migration, angiogenesis and apoptosis [12, 23]. Recently, Nagai et al. [24] described a correlation between reduced SPARC expression and advanced clinical stage and poor outcome in primary BC. SPARC expression in metastatic tissue has not been reported. Both CXCL14 (CXC motive ligand 14) and TNFAIP3/A20 (tumor necrosis factor α induced protein 3) are involved in immunoregulatory and inflammatory processes. CXCL14 is a pro-migratory chemokine and plays an important role in tumor recognition by the immune system [13]. TNFAIP3 is a zinc-finger protein involved in the cytokine-mediated immune and inflammatory response mainly through the inhibition of nuclear factor NF-κB (NFκB) activation and tumor necrosis factor (TNF)-mediated apoptosis [25]. Down-regulation of CXCL14 and TNFAIP3 has been described in various primary tumor entities including breast tumors [13, 14, 26, 27], but to our knowledge, their role in metastasis has not been reported.

In conclusion, our study shows a down-regulation of *CADM1, RECK, SPARC, CXCL14* and *TNFAIP3* in brain metastases samples and especially implies CADM1 as an important prognostic factor, which is commonly lost in BC subtypes with poor outcome and refers to an increased risk of brain metastasis formation. The mechanisms leading to a loss of CADM1 expression are at least partially induced by promoter hypermethylation, a mechanism potentially reversible by therapeutic intervention. As loss of CADM1 seems to represent in general a more aggressive disease with a higher risk of relapse especially to the brain, these patients might need a more frequent follow-up including diagnostics such as regular clinical controls and early cMRI of the brain.

## MATERIALS AND METHODS

### Cell lines and patient material

For the methylation screening analysis, the human breast cancer cell line MDA-MB-231 (parental) and its bone- (SA) and brain-seeking (BR) variants were used. MDA-MB-231 was obtained from ATCC and passaged for a maximum of 6 months. MDA-MB-231(SA) cells were obtained from Prof. Theresa Guise and were comprehensively characterized by comparative genomic hybridization and genome-wide gene expression profiling as described in Pollari et al. (2011) [28]. The brain metastatic MDA-MB-231 variant was obtained from Prof. Toshiyuki Yoneda and was characterized in [29]. A non-tumorigenic epithelial cell line MCF 10A (ATCC, USA) was used as a control (see supplementary material). Authentications of all cell lines were conducted by short tandem repeat (STR) profiling to exclude cross-contamination between the cell lines.

For the qRT-PCR and methylation specific PCR (MSP) analyses, tumor tissue from 29 early stage primary BC patients and 21 BCBMs were collected from fresh frozen specimens (see supplementary material) [30]. Patient samples were obtained after surgical resection at the University Medical Center, Hamburg-Eppendorf (UKE), Germany. For the immunohistochemistry (IHC) analysis, three different sets of Tissue Micro Arrays (TMA) were used. The first large prognostic array (TMA I) consisted of 2197 primary breast cancer specimens operated in Basel, Switzerland [31]. Follow-up data were available for all patients with a median follow-up time of 61.0 months (range 7-171 months). The second TMA (TMA II) consisted of 243 invasive ductal carcinomas and 243 invasive lobular carcinomas operated in Tampere, Finland, with a maximum follow-up period of 19.8 years containing information on the site and time of tumor recurrence and overall survival [32]. A third TMA from UKE (TMA III) contained 89 cases with matched primary and lymph node metastasis samples [33]. In addition, whole section slides from 28 BCBM patients were also analyzed by IHC (see supplementary material). The REMARK criteria were followed for the patient and study set up, however no information about the treatment could be collected. All sample donors from UKE gave written informed consent to biological research into their samples as approved by the ethics committee of the chamber of physicians, Hamburg, Germany. The use of the Finnish tumor samples and patient records was approved by the Ethics Committee of the Pirkanmaa Hospital District. All clinical investigations have been conducted according to the principles expressed in the Declaration of Helsinki.

### 5-Aza-2'-deoxycytidine treatment of cells and isolation of total RNA and DNA

Different concentrations of 5-Aza-2'-deoxycytidine were tested for minimal toxicity (MTT assay) but full reversion of methylation. The concentration of 1 µM has been found as the most efficient one. Cells were cultured in absence or presence of 1 µM 5-Aza-CdR (n=3), and the medium was changed daily until the cells reached a confluence of 90-100%. Experiments were done in triplicates using different cell passages (see supplementary material).

Tumor tissue sections were manually dissected to obtain a tumor cell content of at least 70% [34]. Total RNA was isolated with the RNeasy Mini Kit (Qiagen, Hilden, Germany). DNA was extracted using InnuPREP DNA Microkit (Analytik Jena, Jena, Germany) (see supplementary material). The success of 5-Aza-2'-deoxycytidine treatment was verified by measuring the expression of methylated *MAGE-A1* and *RUNX3* genes [35, 36].

### Genome-wide expression analysis

The gene expression analyses of the cell lines and BCBM samples were carried out using the Whole Human Genome Oligo Microarray Kit, 4×44K (Agilent Technologies) (see supplementary material). The non-malignant cell line MCF 10A was used as a control for genotoxic stress response for the 5-Aza-2'-deoxycytidine treatment. 

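On its own array, MCF 10A had 2121 probes that rose and 1421 that fell at least 2-fold with a signal of at least 100 in the brighter channel. The numbers in the MDA-MB-231 lines were lower, with 1382 up and 969 down in BR, 1086 up and 759 down in SA and 1035 up and 552 down in the parental line. The share of rises among these changes was 58.8% in BR, 58.9% in SA, 65.2% in the parental line and 59.9% in MCF 10A. It depended on the dye normalization, with 72.6%, 74.5%, 81.4% and 71.8% after normexp and loess and 45.5%, 42.1%, 43.8% and 38.9% with median centring only. With the log ratios scaled between arrays MCF 10A had 834 falls, against 1018 in BR, 948 in SA and 707 in the parental line, and the highest share of rises, 67.2%. Among probes well above background in both channels, the largest rises in MCF 10A were those of GKN1 (log2 ratio 7.03), DMRTB1 (6.61), SYCP3 (6.61), SPANXA1 (5.99) and FMR1NB (5.84). DMRTB1 and SYCP3 rose in BR by 6.45 and 5.96 as well, and SPANXA1 and FMR1NB by 4.84 and 5.44. SPANXA1 belongs to a family of near-identical genes that its probe may not tell apart.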

The MIAME guidelines were followed in sample, array and data processing (see supplementary material). All array data are available at http://www.ncbi.nlm.nih.gov/geo GSE44354.

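The effect of the MCF 10A criterion was followed over the 1930 probes that met the fold change and minimum signal in at least 1 MDA-MB-231 line. Of the 1000 removed, 952 rose and 48 fell at least 2-fold in MCF 10A. The treated signal in MCF 10A was under 100 for 196 of the 952, and for 48 the treated channel was not well above background. Of the 930 transcripts left, 113 were not well above background in either channel of MCF 10A, where a change could not be seen. Allowing a fall in MCF 10A gave 978 transcripts and asking for less than a 1.5-fold change gave 615. Leaving out the minimum signal gave 2501.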

Potentially methylated genes in BC cells were defined using the following criteria: a) 2-fold expression difference between the treated and non-treated MDA-MB-231 BR cells, b) minimum expression value of 100 in one of the cell lines, and c) no expression change in the control cell line MCF 10A after the 5-Aza-CdR treatment.

The array data from nine BCBM samples were compared to 32 untreated primary breast tumors without relapse present in the GEO DataSet GSE21974 [37]. Differentially expressed genes were selected using the significance analysis of microarrays (SAM) algorithm with a false discovery rate of 5%. Genes with expression values above 100, which were at least 2-fold down-regulated in brain metastases as compared to primary tumors, were defined as potentially methylated.

The prognostic impact of *CADM1* expression was analyzed in two publicly available data sets (GSE3494 and GSE6532) including follow-up data for 201 and 217 patients respectively. The array data was median scaled whereas the *CADM1* expression was divided in quartiles and the two middle quartiles were combined for the survival analyses.

### cDNA synthesis and qRT- PCR

First Strand cDNA (Fermentas, St. Leon-Rot, Germany) was synthesized from 400 ng of total RNA. qRT-PCR reactions were run in duplicates and performed on the Mastercycler Eppendorf Realplex (Supplementary materials and Table 1). Data were analyzed by applying the ΔΔCT-method using RPLP expression for normalization. The results, expressed as fold changes, were set in relation to Universal Human Reference expression (see supplementary material).

### Methylation-specific PCR (MSP)

500 ng of genomic DNA were subjected to bisulfite treatment using the EZ DNA Methylation-Gold Kit (Zymo Research, Freiburg, Germany). DNA samples from bisulfite-treated MCF7 (positive) and HT29 (negative) cells were utilized as controls in the *CADM1* MSP. According to the methylation pattern, the results were categorized into wild type (WT), heterozygously methylated and homozygously methylated (see supplementary material).

### CADM1 IHC analysis

For CADM1 immunostaining, TMAs containing samples from primary tumors and lymph node metastases were employed. Additionally, 28 paraffin-embedded BCBM whole tissue sections were assessed. The rabbit polyclonal antibody anti-CADM1 (1:6000 dilution, S-4945, SIGMA-ALDRICH, Hamburg, Germany) was used and visualized using the DAKO ChemMate Detection Kit (#K 5001). The optimal dilution and pre-treatment was defined by testing well characterized positive (MCF7 and MDA-MB468) and negative (MDA-MB231, GI-101) formalin-fixed, paraffin-embedded (FFPE) cancer cell lines (for details see supplementary material). Normal tissue on the TMA with known negative (lymph nodes) and positive (normal epithelial cells of the colon and bronchus) protein expression of CADM1 served as positive and negative controls (see supplementary material).

Immunostaining was evaluated by two independent observers (HW and LW) and if discrepant findings were observed, the cases were reanalyzed together. The following parameters were taken into account: staining intensity (0-3), percentage of stained tumor cells (1-30% counted as 1, > 30-60% as 2, > 60-100% as 3) and the localization of staining in the tumor cells (membrane, nucleus). These scores were summed up to a total score, which was considered negative (score 0-1), weak (score 2-4) or positive (score 5-6).

### Statistical analysis

Comparisons in distribution of clinical and pathological variables were examined using the Chi-square-test (x^2^-test) or Fisher's exact test. P-values lower than 0.05 were considered statistically significant. Cumulative survival probabilities were assessed from the date of initial diagnosis until death or the date of the last follow-up and analyzed using the Kaplan-Meier-method and two-tailed log-rank test. Multivariate analysis was performed using the Cox proportional hazards model by including histology, hormone receptor status, HER2 status, age, tumor-size, pT, pN, pM and grade as confounding factors. All statistical analyses were performed using the SPSS software version 21 (Chicago, IL, USA).

## SUPPLEMENTARY MATERIALS AND METHODS FIGURE AND TABLES

# Supplementary material for: Loss of CADM1 expression is associated with poor prognosis and brain metastasis in breast cancer patients
**Source:** Oncotarget. 2014 Mar 16;5(10):3076–87. doi: 10.18632/oncotarget.1832
**Supplement:** Supplementary file 1

**List of online supporting information:**

**Supplementary information:** Materials and methods.

**Supplementary Figure 1.** Expression of A) *CADM1*, B) *RECK*, C) *CXCL14*, D) *SPARC* and E) *TNFAIP3* (analyzed by qRT-PCR) in BCBM samples relative to primary breast tumors. P- values were determined by the log rank test. * p < 0.05, *** p < 0.01.

**Supplementary Table 1.** Primers (sequences given in 5`->3` direction) used in the qRT-PCR and MSP analyses as well as size of PCR product and annealing temperature.

**Supplementary Table 2.** Normalized gene expression values for 80 transcripts, which were found significant in both cell lines and patient samples.

**Supplementary Table 3.** Expression of *CADM1, RECK, CXCL14, SPARC* and *TNFAIP3* as analyzed by qRT-PCR in correlation to clinical parameters in primary BC and BCBM patients.

**Supplementary Table 4.** CADM1 membrane protein expression in correlation to clinical parameters in primary BC and BCBM patients in TMA II.

**Supplementary Table 5.** CADM1 nuclear protein expression in correlation to clinical parameters in primary BC and BCBM patients.

**SUPPLEMENTARY MATERIALS AND METHODS**

**Cell lines and cell culture**

The different MDA-MB-231 cell lines were grown in Dulbecco's Modified Eagle's Medium (DMEM) (PAA Laboratories, Pasching, Austria) supplemented with 10% inactivated calf serum, 1% penicillin/streptomycin, and nonessential amino acids at +37°C in a humidified incubator in an atmosphere of 5% CO2. MCF 10A cells were grown in DMEM/Ham's F-12 (PAA Laboratories) with 5% FBS, 10 μg/ml Insulin, 5 μg/ml Hydrocortisone, 20 ng/ml EGF, 100 ng/ml Cholera toxin and 2 mM L-Glutamine (all Sigma-Aldrich, Munich, Germany). The MCF10A cells were maintained in a humidified incubator at 37°C and 10% CO_2_. All cells were tested free of mycoplasma.

**Patient Material**

Patient samples were obtained after surgical resection at the University Medical Center, Hamburg-Eppendorf (UKE), Germany or operated in the University Hospital Tampere, Finland. The primary BCs used in the qRT-PCR validation analyses were of early stage of disease with a mean age of 62.2 years and none of them with distant metastasis at primary tumor resection. Five patients relapsed during the follow-up time (other sites than brain). In the BCBM patients the CNS relapse was diagnosed and operated at an average 75 months after the primary tumor operation. The large prognostic array (TMA I) consisted of 2197 primary breast cancer specimens with a median age of 62 (range 26–101) years. Survival data were either obtained from the cancer registry or collected from the patients attending physicians. The mean follow up time was 68 months (range 1–176). Tumor stage, lymph node status, grade, hormonal and HER2 status had a significant influence on survival (p < 0.001, data not shown). The patient samples were divided onto 4 slides each containing one sample per tumor measuring 0.6 mm in diameter. The second TMA (TMA II) consisted of 243 invasive ductal carcinomas and 243 invasive lobular carcinomas with a maximum follow-up period of 19.8 years, with detailed information of the site of relapse. The second TMA consisted of in total 6 slides containing one sample per tumor measuring 0.6 mm in diameter.

**5-Aza-2'-deoxycytidine treatment of cells and isolation of total RNA and DNA**

Cells were seeded at 10% (MDA-MB-231 and subtypes) or 20% (MCF 10A) confluence. 5-Aza-2'-deoxycytidine (5-Aza-CdR; Sigma-Aldrich St. Louis, MO) was dissolved in sterile water. Different concentrations of 5-Aza-2'-deoxycytidine (0.5, 1 and 5 µM) were tested for minimal toxicity (MTT assay) but full revision of methylation. A concentration of 1 µM was found as the most efficient one.

Total RNA from cell lines, primary BC and BCBM tissues was isolated with the RNeasy Mini Kit (Qiagen, Hilden, Germany) according to the manufacturer’s instructions. Manual dissection of tumor tissue section was used to obtain a tumor cell content of at least 70%. Sections were stained with 1% toluidin blue O (Sigma-Aldrich St. Louis, MO) and 0.2% methylene blue (Fluka, Germany). DNA was removed on the column with 7 U DNase I (Qiagen). For the quality control the integrity of the RNA was analyzed by agarose gel electrophoresis and/or Agilent 2100 Bioanalyzer (Agilent Technologies, Santa Clara, USA). DNA was extracted using InnuPREP DNA Microkit according to the manufacturer’s protocol (AnalytikJena, Jena, Germany). RNA and DNA concentrations were measured with the Nanodrop ND 1000 Spectrometer (PeqLab, Germany).

**cDNA synthesis and qRT- PCR**

The successful 5-Aza-2'-deoxycytidine treatment of the cells was proofed by testing the expression of methylated (*MAGE-A1* and *RUNX3*) and unmethylated (*GSTP1*) genes. 500 ng of cell line RNA was reverse transcribed using the SuperScript First Strand cDNA Kit (Invitrogen, Karlsruhe, Germany) according to the protocol. PCR was performed with a pre-incubation step at 95°C for 10 min, followed by 40 cycles of 95°C for 30 s, 58°C or 60°C for 45 s and 72°C for 45 s. Final elongation at 72°C was carried out for 7 min. *MAGE-A1, RUNX* and *GSTP1* PCR products were also separated and visualized by gel electrophoresis (Supplementary Table 2).

For five different genes a qRT-PCR was carried out to quantify the expression in primary breast cancer and BCBM samples. After total RNA extraction, first Strand cDNA (Fermentas, St. Leon-Rot, Germany) was synthesized following the manufacturer’s protocols from 400 ng of total RNA from both tumor entities and the universal human reference RNA (UHR). The mastermix consisted of 7.5 µl of SYBR Green (Fermentas, St. Leon-Rot, Germany), 0.4 µl (10^-5 µM) of each of the RT primer pairs (primer sequences in Supplementary Table 2) and 4.7 µl of RNase-free water. Each reaction mixture contained 13 µl of the mastermix and 2 µl of the template cDNA (1:30 dilution). Amplification was run in duplicates and performed using the Mastercycler Eppendorf Realplex with the following thermal cycling parameters: 10 min at 95°C, followed by 45 cycles of 95°C for 15 s, gene-specific annealing temperatures between 59 and 62°C for 30 s, and 72°C for 30 s. The transcripts of the RPLP0 gene were used as an endogenous RNA control. Data were analyzed by applying the ∆∆CT-method. The results, expressed as N-fold differences in target gene expression, were set in relation to UHR.

**Genome-wide expression analysis**

The gene expression analyses of the cell lines and BCBM samples were carried out using the Whole Human Genome Oligo Microarray Kit, 4x44K (Agilent Technologies). The non-malignant cell line MCF 10A was used as a control for genotoxic stress response for the 5-Aza-2'-deoxycytidine treatment.

500 ng RNA from untreated or 5-Aza-2'-deoxycytidine-treated cell lines of three independent experiments was pooled and labelled with Cy5-dCTPs (untreated) or Cy3-dCTPs (5-Aza-2'-deoxycytidine treated) with the Quick Amp Labeling Kit, two-color (Agilent Technologies) and hybridized on an array. The MIAME guidelines were followed in sample and data processing. Potentially methylated genes were defined based on the following criteria: a) 2-fold expression difference between the treated and non-treated MDA-MB-231 BR cells b) minimum expression value of 100 in the MDA-231 cell lines with 2-fold expression difference and c) no expression change in the control cell line MCF 10A after the 5-Aza-CdR treatment.

500 ng of tumor RNA from nine brain metastasis samples of breast cancer patients were similarly labeled and hybridized on the 4x44K Agilent microarray as the cell lines, according to the manufacturer’s instructions. The brain metastasis data were compared to array data from the 32 untreated primary breast tumors without relapse included in GEO DataSet GSE21974 (including 10 basal-like and 22 non-basal-like tumors) (Wikman et al., Bres Ca Res 2012). The arrays were quantile normalised and checked for systematic differences between the two array groups. Subsequently, differentially expressed genes were selected using the significance analysis of microarrays (SAM) algorithm with a false discovery rate of 5%. Potentially methylated genes were defined based on the following criteria: a) found significant in the cell line experiments described above, b) 2-fold downregulation in the brain metastases and c) minimum expression value of 100.

**Methylation-specific PCR (MSP)**

500 ng of genomic DNA from primary breast cancer patients, BCBM tissue samples and cell lines were subjected to bisulfite treatment using the EZ DNA Methylation-Gold Kit (Zymo Research, Freiburg, Germany) and eluted in 16 µl aliquots. Primers were designed to anneal specifically to the methylated or unmethylated bisulfite-modified DNA sequence within the target genes *CADM1* and *RECK* (Suppl. Table 2). Modified DNA was amplified in 25 µl reaction mixtures comprising 5 µl of PCR buffer, 0.5 µl respectively of 10 mM dNTP, forward and reverse primer, 16,87 µl of RNase-free water and 0,125 µl of EpiMark Hot Start Taq DNA Polymerase and 1,5 µl of BIS-DNA (New England BioLabs, Frankfurt am Main, Germany). MSP was carried out in a thermal cycler at 95°C for 30 s, followed by 40 cycles (denaturation at 95°C, annealing at gene and methylation specific temperatures, elongation at 68°C each for 20 s) and a final 5 min extension at 68°C. PCR products were separated in 2% agarose gels, stained with ethidium bromide and visualized under UV spectrophotometer. DNA samples from Bisulphite-treated MCF7 and HT29 cells were used as positive and negative controls in the *CADM1* MSP analyses. BT549 and T47D were used as positive and negative controls in the *RECK* MSP analyses, respectively. According to the methylation pattern, results were categorized into wild type (WT), heterozygously methylated and homozygously methylated.

**CADM1 IHC analysis**

For CADM1 immunostaining, different paraffin Tissue Micro Arrays containing a collective of 2683 primary breast carcinomas, 87 lymph node tissues and 20 non-malignant controls of different organs were employed. Additionally, 28 paraffin-embedded BCBM whole tissue sections were assessed. The first prognostic TMA samples were divided onto 4 slides each containing one sample per tumor measuring 0.6 mm in diameter. The second TMA consisted of in total 6 slides containing one sample per tumor measuring 0.6 mm in diameter., whereas the third smaller TMA with matched primary and lymph node metastases contained two samples each measuring 1.0 mm in diameter. The IHC was performed on 4um thick sections. The rabbit polyclonal antibody anti-CADM1, generated against the C-terminus of mouse SynCAM1 (Anti-SynCAM S-4945, SIGMA-ALDRICH, Hamburg, Germany), was used at a dilution of 1:6000 in DAKO ChemMate Antibody Diluent (DAKO ChemMate, Hamburg, Germany). The optimal dilution and pre-treatment was defined by testing well characterized positive (MCF7 and MDA-MB468) and negative (MDA-MB231, GI-101) formalin-fixed, paraffin-embedded (FFPE) cancer cell lines. After incubation at 60°C for 12 h, the sections were deparaffinised and rehydrated using xylene and serial dilutions of ethanol (100%, 96%, 80%), distilled water and 1xTBST buffer. Antigen retrieval was done in 1xBioGenex buffer in a steamer at 120°C for 5 min, followed by an overnight incubation at 4°C with the diluted primary antibody. The detection of protein expression was performed using the DAKO ChemMate Detection Kit (DAK). Expression was visualized using 3,3'-Diaminobenzidin (DAB, DAKO) as a chromogen and hematoxylin as a counterstain.

**Supplementary Figure 1.** Expression of A) *CADM1*, B) *RECK*, C) *CXCL14*, D) *SPARC* and E) *TNFAIP3* (analyzed by qRT-PCR) in BCBM samples relative to primary breast tumors. P values were determined by the log rank test. * p < 0.05, *** p < 0.01.

**Supplementary Table1:** Primer pairs for qRT-PCR and MSP analyses, sequences all given in 5`⇒3` direction

Wischnewski et al.,Mol Cancer Res. 2006 May;4(5):339-49.

Jiang et al., Pathobiology. 2008;75(4):244-51

Heller et al., Oncogene. 2006 Feb 9;25(6):959-68.

**Supplementary Table 2.** Normalized gene expression values for 80 transcripts, which were found significant in both cell lines and patient samples.

**Supplementary Table 3A.** *SPARC* qRT-PCR results and clinical association.

**Supplementary Table 3B.** *RECK* qRT-PCR results and clinical association.

**Supplementary Table 3C**. *CXCL14* qRT-PCR results and clinical association

**Supplementary Table 3D**. *CADM1* qRT-PCR results and clinical association

**Supplementary Table 3E**. *TNFAIP3* qRT-PCR results and clinical association

**Supplementary Table 4.** CADM1 membrane protein expression in correlation to clinical parameters in primary BC analyzed on TMAII. n.a. = not available, n.s. = not significant

**Supplementary Table 5.** CADM1 nuclear protein expression in correlation to clinical parameters in primary BC and BCBM patients.

How the deposited data were processed for this re-analysis (not part of the article)

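The data were 4 two-colour arrays, 1 for each of the cell lines MDA-MB-231 BR, MDA-MB-231 SA, parental MDA-MB-231 and MCF 10A. Each array compared a pool of 3 experiments treated with 1 µM 5-Aza-2'-deoxycytidine (Cy3) with a pool of untreated cells of the same line (Cy5). Cell lines, treatment and dyes were taken from the sample labels and the paper. Brain metastasis and primary tumor arrays were not analysed here.

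The authors deposited, for each array, the scanner software's intensity values of every spot, made with Feature Extraction 9.5.3.1 which subtracts the background and normalizes the dyes with a linear and a lowess step. The same deposited tables hold a log10 ratio of Cy5 over Cy3 and the software's p-value for that ratio, which comes from an error model within 1 array and not from replicates. The authors also deposited a table of log10 ratios for all probes. Set against the scanner values, these run from treated over untreated cells, opposite in sign to the scanner software's ratio, and how they were made from it is not known. For the named probes with 1 spot they differ from it by a shift that is the same within each array. Probe positions in the files use the build hg17.

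From there, log2 ratios of treated over untreated processed intensity were computed in Python 3.11.15 with numpy 2.4.6 and pandas 2.3.3. Control spots and spots marked as outliers were left out and the spots of a probe were averaged on the log2 scale. Saturated spots were kept. A total of 40833 of 41000 probes had an unflagged spot on all 4 arrays. Gene names came from a table of RefSeq genes of the assembly GRCh38.p14, used for names only: 23434 probes were named through their accession, 2317 through a current symbol and 1043 through an older symbol, and 14206 kept the name in the file. Coordinates were given for 40401 probes.

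The criteria followed the paper's methods: a rise of at least 2-fold, a minimum signal of 100 and no change in MCF 10A. The paper's text words the minimum as holding in one of the cell lines and its supplement as holding in the MDA-231 lines with the change, and the latter was used. The paper's text does not name a limit for no change, and less than 2-fold in either direction was used. Probes were counted, not genes. With 1 array per line there was no replicate, no test, no adjusted p and no way to leave out a replicate. Signal over background limits the precision: a probe whose dim channel was not well above background has only a lower limit to its fold change, computed after quantile normalization of the mean log signals between arrays (limma 3.58.1 in R 4.3.3).

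Gene lists were compared with 10000 random lists of the same size, matched on mean signal in 20 bins, as a description of these arrays. The lists were 40 cancer-testis genes (34 found on the array), 26 interferon-stimulated genes (26 found), 27 p53 target genes (27 found) and 10 housekeeping genes (10 found). Genes were named by a rule: those the paper names for the cell lines, the 5 largest rises among transcripts called only in BR, the 5 largest shared by all 3 MDA-MB-231 lines, the 5 largest in MCF 10A, and members of the lists.

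The lists, the naming rule and the following alternatives were set before the data were examined: normexp background correction (offset 50) with loess; median centring of background-subtracted log ratios; log ratios scaled to the same spread; the authors' deposited table of ratios; no minimum signal; the minimum in any MDA-MB-231 channel; the treated channel well above background; MCF 10A under 1.5-fold, with falls allowed, or not used; a 1.5-fold and a 3-fold rise; a spot p under 0.01; and gene names counted in place of probes. After the values had been seen, a minimum signal in any channel of any of the 4 lines was added. Also after the values had been seen, 128 combinations of 5 choices (outlier flags, source of the ratios, minimum signal, MCF 10A criterion and spot p) were compared with the numbers printed in Fig. 1A. The main setting was not changed by that comparison. Further choices made after values had been seen were to match list members on the name in the file as well as the current symbol, to compare directions between lines only for probes above background in a channel of all 4 lines, to call a correlation moved only from a shift of 0.01, to treat the counts of the pairwise regions and of SA and the parental line alone as secondary, and to leave the explanations by large responders, by untreated level, by the 2-fold threshold and, for GSTP1, by dye normalization open where settings disagreed or the choice of the transcripts could fix the outcome, and to judge ratios at background in MCF 10A by lower limits in place of the treated channel alone.

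The screen was tested on simulated arrays with the 40833 probes of the real ones. Of 100 probes made to rise 3-fold only in BR, 100 were called, of 50 made to rise in all 3 MDA-MB-231 lines 50 were called, and of 50 made to rise in all 4 lines 0 were called. Of the 40633 others 0 were called. The simulated spread was smaller than that of the real ratios, so these 0 calls are no estimate of the false calls on the real arrays. The raised probes were picked among those with an untreated signal well above the minimum in every line. Their full recovery therefore says nothing about dim probes or rises near 2-fold.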

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

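The comparison of the cancer-testis genes with random lists was planned, and all tests of explanations in this part were chosen after the result was seen.

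SPARC rose in the 3 MDA-MB-231 lines (log2 ratio 4.39 in BR, 4.48 in SA and 4.31 in the parental line) and fell in MCF 10A (-0.53), so that the lines moved in opposite directions. The difference was not tested, since each line was measured on 1 array. Of the 24487 probes well above background in at least 1 channel of all 4 lines, 11.3% moved in opposite directions in MCF 10A and the MDA-MB-231 lines, so the direction alone is not rare. A fixed preference of the probe for one dye would give the same ratio on every array. The range of the SPARC ratio over the 4 arrays lay at the 99.8th percentile of probes of the same signal, which argues against such a bias as the whole cause. The sign in MCF 10A was negative under every normalization tried. Variation between arrays stays open, and so does a difference between the cell lines in how the gene is silenced: untreated MCF 10A had a signal of 1272 against 90.3 in BR.

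GSTP1 had log2 ratios of 0.74 in BR, 0.78 in SA and 0.84 in the parental line and -0.30 in MCF 10A, again in opposite directions, and the difference was not tested. Its signals were among the brightest on the arrays (58813 in untreated BR and 168363 in untreated MCF 10A). The paper used GSTP1 as an unmethylated gene in its check of the treatment. With median centring only, which leaves out the intensity-dependent dye normalization, the log2 ratio was -0.46 in BR, -0.22 in SA, -0.029 in the parental line and -1.89 in MCF 10A. The opposite directions were found with normexp and loess (0.43 in BR, 0.62 in SA, 0.73 in the parental line and -0.66 in MCF 10A), and with the scaled and the deposited ratios as well. Whether they come from the dye normalization of very bright probes stays open, since the settings disagree, while the lower value in MCF 10A than in the MDA-MB-231 lines was found with every normalization tried.

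The cancer-testis genes, germline genes that the paper does not discuss apart from MAGE-A1, had a median log2 ratio of 3.22 in BR, 3.40 in SA, 2.42 in the parental line and 4.33 in MCF 10A over 34 genes. Each of these medians was above all 10000 random lists of the same signal. With each gene that was not well above background in one channel set to its lower limit, the medians over the 32 genes measured were 2.78, 3.73, 1.97 and 4.21. Before MCF 10A was used, 29 probes of the list met the criteria in at least 1 MDA-MB-231 line. All 29 rose at least 2-fold in MCF 10A as well, and 0 were left. A fixed dye bias of the probes is argued against by the range over the 4 arrays, whose median of 1.94 lay above all random lists (percentile 100). Many members have near-identical copies to which a probe could bind. The 4 members SYCP1, SYCP3, DAZL and TKTL1, picked afterwards as members without such copies, had a median log2 ratio of 6.06 in MCF 10A, but they are too few to decide for the rest of the list. A response of these genes to the loss of methylation in the normal-like line as well as in the cancer lines is a hypothesis that these arrays leave open.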

How the results depend on the processing

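The alternative with a minimum signal in any channel of the 4 lines was chosen after the data were seen, the others before. With 1 array per line no replicate could be left out. Each array pairs treated with untreated cells of 1 line, so no test within a line could be made, and a paired test that takes the lines as replicates of each other was not made. Where a value moved, the cause was not tested unless the alternative itself gives it. Counts are called moved beyond 1.5 times, shares and overlaps outside their 95% binomial interval, correlations by 0.01 or more, and log2 ratios by more than 0.047 and untreated levels by more than 0.072, the largest SDs between spots of the 4 arrays.

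BR had the highest count of the 3 MDA-MB-231 lines, the most transcripts called in 1 line only, and with SA the highest overlap under all 14 alternatives set beforehand. The transcripts shared by all 3 lines were the largest of the 7 regions under 3 of the 14. Asking for a treated channel well above background or a spot p under 0.01 removed no call, so these alternatives say nothing about stability.

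Without a minimum signal, which admits dim probes, 2501 transcripts were up-regulated in at least 1 MDA-MB-231 line, 1672 in BR, 1287 in SA and 1098 in the parental line, with 637 only in BR and 450 in all 3. The overlap was 0.399 for BR and SA and 0.301 for BR and the parental line. The near-threshold share of transcripts called only in BR was 45.2%, and their untreated level was -0.15 on the log2 scale relative to the parental line. With the minimum in any MDA-MB-231 channel, 279 were shared by all 3 lines (26.4%) and 22.8% were called only in BR. The overlaps were 0.514, 0.361 and 0.387, in the order BR and SA, BR and parental, SA and parental, the near-threshold share was 64.7% and the untreated level -0.58. With the minimum in any channel of the 4 lines, 712 were called in SA, 629 in the parental line and 317 in all 3 (24.7%). The overlaps were 0.487, 0.354 and 0.368, the near-threshold share 61.0% and the untreated level -0.58.

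With less than a 1.5-fold change in MCF 10A, 615 transcripts were called, 411 in BR, 303 in SA, 274 in the parental line and 105 in all 3, and the untreated level was 0.089. Without MCF 10A, 1930 were called, 1382 in BR, 1086 in SA, 1035 in the parental line, 393 only in BR (20.4%) and 520 in all 3 (26.9%). The overlaps were 0.513, 0.385 and 0.380 and the untreated level -0.12. At a 1.5-fold rise, 2534 were called, 1645 in BR, 1253 in SA, 1283 in the parental line, 577 only in BR (22.8%) and 486 in all 3. The overlaps were 0.397 for BR and SA and 0.333 for BR and the parental line. The near-threshold share was 16.8%, since transcripts past 1.5-fold in another line are then called there. At a 3-fold rise, 406 were called, 281 in BR, 213 in SA, 178 in the parental line, 105 only in BR and 81 in all 3, with a near-threshold share of 93.3% and an untreated level of 0.12.

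After normexp and loess, 20.8% were called only in BR and 21.6% in all 3, and the overlaps with the parental line were 0.333 for BR and 0.327 for SA. Pearson's r was 0.839, 0.823 and 0.788 for the pairs in the same order. The cancer-testis medians were 1.44 in BR, 2.20 in SA, 1.08 in the parental line and 3.09 in MCF 10A, the interferon-stimulated medians 0.50, 0.70, 0.81 and 0.54, and the p53 target medians 0.12 in BR and 0.29 in MCF 10A. The offset added by this method draws the ratios of dim probes towards 0. The log2 ratio of one RPLP0 probe in BR changed sign to -0.26 and that of CTNND2 in MCF 10A to 0.0030.

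With median centring only, 30.0% were called only in BR. Pearson's r was 0.889 for BR and SA and 0.831 for SA and the parental line, and Spearman's rho was 0.800, 0.794 and 0.733. The cancer-testis medians were 3.15, 3.32, 2.48 and 4.24 in BR, SA, the parental line and MCF 10A, the interferon-stimulated medians 0.65, 0.74 and 0.93 in the MDA-MB-231 lines, the p53 target medians 0.17 in BR, 0.044 in the parental line and 0.090 in MCF 10A, and the housekeeping medians -0.70, -0.67, -0.90 and -0.96. This setting moved the median log2 ratio of the probes with a signal of at least 100 in every MDA-MB-231 line by -0.19 to -0.09, depending on the array. The log2 ratio of GSTP1 changed sign to -0.46 in BR, -0.22 in SA and -0.029 in the parental line, and that of the RPLP0 probe in BR to -1.21.

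With the log ratios scaled between arrays, 20.6% were called only in BR and their untreated level was -0.086. The cancer-testis medians were 3.28, 3.72, 2.60 and 3.62, the interferon-stimulated medians 1.03 in SA, 1.17 in the parental line and 0.62 in MCF 10A, and the p53 target and housekeeping medians in MCF 10A 0.31 and -0.39. With the authors' deposited ratios no count, share, overlap or correlation moved, and of the list medians those in MCF 10A did, to 4.26 for cancer-testis, 0.68 for interferon-stimulated, 0.30 for p53 target and -0.53 for housekeeping genes. The ratios of most named genes in MCF 10A moved with these values as well.

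The log2 ratios of the named genes under the 4 normalizations moved by more than that SD in 255 comparisons, by less in 127, and changed sign in 6, where only ratios beyond the SD of 0.047 in the main setting were counted as changing sign. Smaller ratios also changed sign, from 0.037 to -0.37 (normexp and loess) and -1.35 (median centring) for another RPLP0 probe in BR, and from 0.0060 to -0.11 (median centring) and -0.016 (deposited ratios) for MARVELD2 in the parental line. Signal over background limits the dim genes most: for CXCL14, RUNX3 and DIO3 only one channel or neither was well above background in several lines.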

Differences from the paper's values

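The paper's text gives 279 transcripts up-regulated in all MDA-MB-231 cell lines, and Fig. 1A shows about 280, read by eye, against 170 here. Of the alternatives set before the data were examined, normexp with loess (187), log ratios scaled between arrays (217) and the minimum signal in any MDA-MB-231 channel (279) came within 1.5 times of the paper's value, and the last equals it. Median centring (147), the authors' deposited ratios (172), no minimum signal (450), the treated channel well above background (170), MCF 10A under 1.5-fold (105), no rise in MCF 10A (173), MCF 10A not used (520), the 1.5-fold (486) and 3-fold (81) rise, the spot p (170) and gene names counted (157) did not. The alternative with a minimum in any channel of the 4 lines, chosen after seeing the values, gave 317.

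As a share of all transcripts called, the paper's value for all MDA-MB-231 cell lines is 30% and the value here is 18.3%. Normexp with loess (21.6%), the minimum signal in any MDA-MB-231 channel (26.4%) and MCF 10A not used (26.9%) came within 1.5 times of it. Median centring (17.4%), scaled log ratios (19.1%), the deposited ratios (18.8%), no minimum signal (18.0%), the treated channel well above background (18.3%), MCF 10A under 1.5-fold (17.1%), no rise in MCF 10A (17.7%), the 1.5-fold (19.2%) and 3-fold (20.0%) rise, the spot p (18.3%) and gene names counted (18.6%) did not. The alternative with a minimum in any channel of the 4 lines, chosen after seeing the values, gave 24.7%. The paper's text and figure do not give the same totals: the regions of Fig. 1A, read by eye, add up to about 760 transcripts in BR, against 691 in the paper's text and 628 here. The share for all 3 lines from Fig. 1A is about 27%, within 1.5 times of the value here. With the minimum in any MDA-MB-231 channel, 241 transcripts were called only in BR, 97 only in SA and 146 only in the parental line, against about 230, about 110 and about 140 in Fig. 1A. BR and SA shared 189, the number printed in Fig. 1A. BR and the parental line shared 68 against about 63 in Fig. 1A, and SA and the parental line 37 against about 34. The same setting called 1057 transcripts in total, against 914 in the paper's text and 930 in the main setting. In BR it called 777, against 691 in the paper's text, about 760 in Fig. 1A and 628 in the main setting.

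A comparison of 128 combinations of the criteria with the numbers printed in Fig. 1A was also made, after the values had been seen. All of them asked for the minimum signal in any channel or any treated channel of the MDA-MB-231 lines or of the 4 lines. None gave all 7 numbers of the figure. The number of transcripts shared by all 3 lines ranged from 172 to 348 over the combinations and was within 1.5 times of the figure's in 108 of them. Among these combinations, chosen after seeing the values, 279 was reached with the minimum in any channel or any treated channel of the MDA-MB-231 lines and less than a 2-fold change in MCF 10A. It was also reached with the deposited ratios, the same minimum, the spot p and no rise in MCF 10A, and with the minimum in any channel of the 4 lines, less than a 2-fold change in MCF 10A and the spot p, each with or without outlier spots. CXCL14 was called in 48 combinations, those with the minimum in any channel or any treated channel of the 4 lines unless MCF 10A had to change less than 1.5-fold, and RECK in 0.

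The paper states that most genes rose in all of the MDA-MB-231 lines, giving 30% (279 of 914). Since 30% is not a majority, this was read here as the largest group. In the main setting the transcripts called only in BR (242) outnumbered those called in all 3 lines (170). The all-lines group was the largest under 3 of the 14 alternatives set before the data were examined: normexp with loess, the minimum signal in any MDA-MB-231 channel, and MCF 10A not used.

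The paper states that BR and SA were more similar to each other than to the parental line. The overlap of calls and Pearson's r follow that order, but Spearman's rho was 0.755 for BR and SA and 0.784 for BR and the parental line. With median centring only, set before the data were examined, rho was highest for BR and SA, at 0.800 against 0.794, and with the other normalizations it was highest for BR and the parental line.

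The paper counts RECK and CXCL14 among the genes identified by its screen for silencing in the cell lines, which its methods define by the difference between treated and untreated BR cells. RECK had a log2 ratio of -1.52 in BR and was called under 0 of the 13 alternatives that count probes. CXCL14 was not called in the main setting because its treated signal in BR was 87.3. With normexp and loess its log2 ratio in BR was 0.93, which is under the 2-fold criterion. It was called without a minimum signal, set before the data were examined, and with a minimum in any channel of the 4 lines, which was chosen after seeing the values. Of the CADM1 probes, one was called in BR and the other was not, except with normexp and loess or without MCF 10A. With gene names counted, CADM1 was called in BR.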

Other observations

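The gene lists, the near-threshold share and the comparison of untreated levels were planned, the test on transcripts that changed less than 2-fold in all 3 lines was set before its result was seen, and all other tests in this part were chosen after the result was seen.

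BR had more up-regulated transcripts than SA or the parental line. A wider spread of the ratios on the BR array is argued against as the whole cause, since BR still had 100 more than SA with the arrays scaled to the same spread. The software's dye normalization is argued against likewise, with 107 more in BR than in SA after normexp and loess. In at least 1 channel, 20892 probes had a signal of at least 100 in BR, 20614 in SA and 21452 in the parental line, which had the fewest calls. The screen asks for the treated channel, so this count cannot exclude more probes with enough signal as a cause. In the treated channel, 26543 probes were well above background in BR, 25577 in SA and 25981 in the parental line. Without a minimum signal BR still had the most calls, 1672 against 1287 and 1098. The minimum alone therefore does not give the order, while a part played by the treated signal stays open. Variation between arrays or cultures of the same line cannot be told apart from a difference between the lines, because there was 1 array per line.

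BR and SA were closest by overlap of calls and by Pearson's r. Among the 16996 probes that changed less than 2-fold in all 3 lines, Pearson's r was 0.681 for BR and SA and 0.713 for BR and the parental line, and Spearman's rho was 0.675 and 0.722. Among the 2521 other probes r was 0.929 and 0.875. That the closeness rests on the large responders only was therefore examined under other normalizations. With median centring only, r among the small responders was 0.721 for BR and SA and 0.702 for BR and the parental line, while Spearman's rho among the large responders was 0.729 and 0.790. The order in both groups of probes thus depends on the normalization or the measure, and the explanation stays open.

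Of the transcripts called only in BR, 80.2% rose at least 1.5-fold in SA or the parental line, and 57 of these 194 rose at least 2-fold there and missed only the minimum signal. Random sets of the same signal had a median of 16.9% (percentile 100), but they were not chosen for a rise in BR, and the ratios of the lines are correlated. The comparison therefore does not decide whether the 2-fold threshold separates responses shared by the lines, which stays open. The share was 81.0% for transcripts called only in SA and 65.5% for those called only in the parental line. A second hypothesis was that these transcripts had a lower level in BR than in the parental line before treatment. The median difference on the log2 scale was -0.0015, at the 14.0th percentile of random sets. With a minimum signal in any MDA-MB-231 channel it was -0.58. The untreated signal is also part of the ratio by which the transcripts were chosen, so the hypothesis cannot be told apart from that choice.

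MCF 10A removed 51.8% of the 1930 transcripts that rose in the MDA-MB-231 lines. Ratios at background in MCF 10A are argued against as the main cause, since 90.3% of the 952 removed rises were still at least 2-fold in MCF 10A at their lower limit, and 61.6% after normexp and loess. The untreated channel in MCF 10A was not well above background for 321 of them.

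RECK was lower in treated cells of all 4 lines, though by little in MCF 10A (log2 ratio -0.19, and -0.076 with normexp and loess). Exchanged dyes are argued against by the cancer-testis genes, whose median log2 ratio in BR was 3.22 on the same array. Normalization is argued against as the cause of the direction, since the highest log2 ratio in BR over the normalizations was -0.42. With 1 RECK probe on the array, hybridization to another transcript cannot be told apart from a fall of RECK. A preference of this probe for the dye of the untreated cells was not tested and stays open.

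The interferon-stimulated genes had a median log2 ratio of 0.72 in BR, 0.94 in SA, 1.09 in the parental line and 0.74 in MCF 10A, in each line at the 100th percentile of random lists. With genes that were not well above background in one channel at their lower limit the medians were 0.92, 1.09, 1.09 and 0.74. This is consistent with an interferon response to the treatment in all 4 lines. A dye bias shared by the probes of the list was not tested and stays open. The p53 target genes had a median log2 ratio of 0.34 in BR, 0.077 in SA, 0.21 in the parental line and 0.37 in MCF 10A, at the percentiles 99.98, 86.5, 99.4 and 99.98, and with genes at their lower limit 0.23, 0.066, 0.18 and 0.37. The value in MCF 10A is consistent with a p53 response there, but it was not confined to MCF 10A, and in BR the percentile was 94.1 after normexp and loess. The housekeeping genes had medians of -0.18, -0.24, -0.27 and -0.46, at the percentiles 12.8, 2.41, 3.61 and 7.85, and with genes at their lower limit -0.15, -0.24, -0.27 and -0.34.

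To check the treatment, the paper measured MAGE-A1 and RUNX3 as methylated genes and GSTP1 as an unmethylated gene by RT-PCR. On the arrays MAGEA1 had a log2 ratio of 1.04 in BR and 1.65 in SA and rose at least 12.3-fold in the parental line and at least 83.9-fold in MCF 10A. RUNX3 had a treated signal of 146 in BR, where its untreated channel was not well above background, and rose at least 5.11-fold in SA. With normexp and loess its log2 ratio in BR was 1.19. It was not well above background in either channel of the parental line and MCF 10A. RPLP0, the reference gene of the paper's qRT-PCR, had log2 ratios between -0.18 and 0.16 in BR and between -0.88 and -0.60 in MCF 10A over its 3 probes, and all 3 were negative in BR with normexp and loess or with median centring only.

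The same criteria applied to falls gave 1227 transcripts that were lower in at least 1 MDA-MB-231 line and unchanged in MCF 10A. Of these, 792 were in BR, 597 in SA, 432 in the parental line and 154 in all 3. These counts are those of the main setting, and the number of falls depends on the normalization. Before MCF 10A was used, BR had 969 falls, against 377 with normexp and loess and 1589 with median centring only.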
